A study of Apis mellifera with 9 samples. Its data were reported in "Evolution and genomic organization of the insect sHSP gene cluster and coordinate regulation in phenotypic plasticity" (2021).

How the data were processed

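Trimethylation of lysine 27 on histone H3 (H3K27me3), a chromatin mark associated with gene repression, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in ovaries of the honeybee Apis mellifera. Per the labels, 6 ChIP samples fall into 3 groups of 2: ovaries of egg-laying queens, of queen-less workers and of queen-right workers. A queen-right worker lives with a laying queen and a queen-less worker has had the queen removed. The labels give an ovary score of 3 for the queen-less workers and of 0 for the queen-right workers, and give none for the queens. They also give an age of 12 months for the queens and 2 to 4 weeks without a queen for the queen-less workers. Repeat immunoprecipitations of a sample were pooled before sequencing, so the 2 samples of a group are the replicates. The 3 input samples, 1 per group, were not analysed here, and how each input entered the peak calls was not stated in the sources read. If the input of a group served both of its samples, any effect of that input falls on the whole group.

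The authors deposited 1 peak list per ChIP sample, with a scaffold, a start, an end and a score for each peak. The lists name a broad calling mode with a threshold of 0.1 and an extension of 147 bases. The score is the value the authors' peak caller gave to each peak. Its lowest value was 10 in every deposited list, which is the value of 10 times -log10 of a q-value of 0.1, although the lists do not name its unit. The score depends on sequencing depth and was used only to rank or filter peaks within its own list. The lists hold no read counts, so the depth of each library is unknown and no counting interval is given. A deeper library gives higher scores and more covered bases at the same threshold, and this can change every count of regions. The aligner, the read filters and the genome build of the lists were not stated in the sources read. Positions are given on the scaffolds that the lists name, counted from 1.

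Covered bases were summed per sample, and the span of the scaffolds was taken as the farthest peak end on each scaffold over the 6 lists. The similarity of a pair of lists was the Jaccard index, the bases under peaks of both lists divided by the bases under peaks of either. Peaks of the 6 lists that overlapped by at least 1 base were merged into regions, and a region was called in a sample if at least 1 base of a peak of that sample lay in it. A region differed between 2 groups if it was called in both samples of one group and in neither sample of the other.

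Values per sample were compared by exact two-sided permutation over the 15 splits of the 6 samples into 3 pairs, or over the splits of 4 samples into 2 pairs. The mean Jaccard index within groups minus that between groups was compared by an exact one-sided permutation over the same 15 splits. The smallest p that the 15 splits allow is 0.0667, and the smallest two-sided p of 2 samples against 2 is 0.333. None of these permutation tests can therefore fall below 0.05. No test was run across peaks or regions, which are not replicates. Counts of differing regions were set beside the counts from the other splits of the same samples. The counting of regions was tested on simulated data: 100% of 200 regions changed between the queen group and the other groups were recovered among 53589 regions. The simulated regions were whole, without partial overlap or differences in depth. This checks the counting and not the power to find changes in the real lists. In random draws without a group effect, 7.85% reached the smallest p.

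Groups, tests and most alternatives were chosen before the data were examined. The alternatives were a minimum score of 20, equal list lengths of 48654 top-scoring peaks, peaks covering at least 50% of a region, bins of 1 kb, joining of peaks closer than 1 kb, the share of peaks overlapped over at least 50% of their length, a replicate block, and leaving out each sample in turn. Lists reduced to equal covered bases (the top-scoring peaks up to 48.8 Mb), the phi coefficient and scaffolds with a peak in all 6 samples were added after the data were examined. A filter on fold enrichment was not run, since the lists used here carry a score and no fold, and a filter on placed chromosomes was not run, since the scaffold names do not tell placement.

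For each comparison and direction, the named region was planned to be the one with the highest lower fold enrichment over the 2 samples that have it. As the score replaced the fold, the rank of the score within its own list was used. The longest region called in all 6 samples was also named. The gene table at hand is of assembly Amel_HAv3.1, and 0 of its chromosome names match a scaffold of the lists. Coverage of the small heat-shock protein gene cluster, of annotated features and of single genes was therefore not analysed here. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.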

Results

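The 6 H3K27me3 peak lists came from ovaries of queens, queen-less workers and queen-right workers, with 2 samples per group. They were used to ask whether the distribution of this repressive histone mark differs with caste and with the activation of the worker ovary. Peaks lay on 1834 scaffolds with a span of 220.2 Mb, and the 6 lists together covered 93.4 Mb, or 42.4% of that span. Read depth is unknown.

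Peak numbers were nearly equal. The lists held 50878 and 49064 peaks for queens 1 and 2, 48654 and 50576 for queen-less workers 1 and 2, and 49448 and 50922 for queen-right workers 1 and 2. The group means were 49971 ± 1283 peaks in queens, 49615 ± 1359 in queen-less workers and 50185 ± 1042 in queen-right workers (SD, n = 2 each). The 3 groups were not separated (exact permutation p = 0.667). Queen-less minus queen-right workers gave -570 peaks, queens minus queen-right workers -214 and queens minus queen-less workers 356, all smaller than the pooled replicate SD of 1235 peaks (exact permutation p = 0.667 each). When each list was reduced to its top-scoring peaks up to equal covered bases, queen-less minus queen-right workers changed most, to -13959 peaks.

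The sequence under peaks varied more than the number of peaks, with a coefficient of variation over the 6 samples of 16.6% against 1.99%. Peaks covered 63.1 and 53.5 Mb in queens 1 and 2, 59.2 and 78.0 Mb in queen-less workers 1 and 2, and 64.8 and 48.8 Mb in queen-right workers 1 and 2. This is 22.2% to 35.4% of the span. The group means were 58.3 ± 6.77 Mb in queens, 68.6 ± 13.3 Mb in queen-less workers and 56.8 ± 11.3 Mb in queen-right workers (SD, n = 2 each), with no separation of the groups (exact permutation p = 0.6). Queen-less workers exceeded queen-right workers by 11.8 Mb (exact permutation p = 0.667), against a pooled replicate SD of 10.8 Mb, and by 2.35 Mb without queen-less worker 2. Queens minus queen-right workers gave 1.46 Mb (exact permutation p = 1), and queens minus queen-less workers gave -10.3 Mb (exact permutation p = 0.667). Without queen-less worker 2, the latter was -0.887 Mb.

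**Figure D1:**
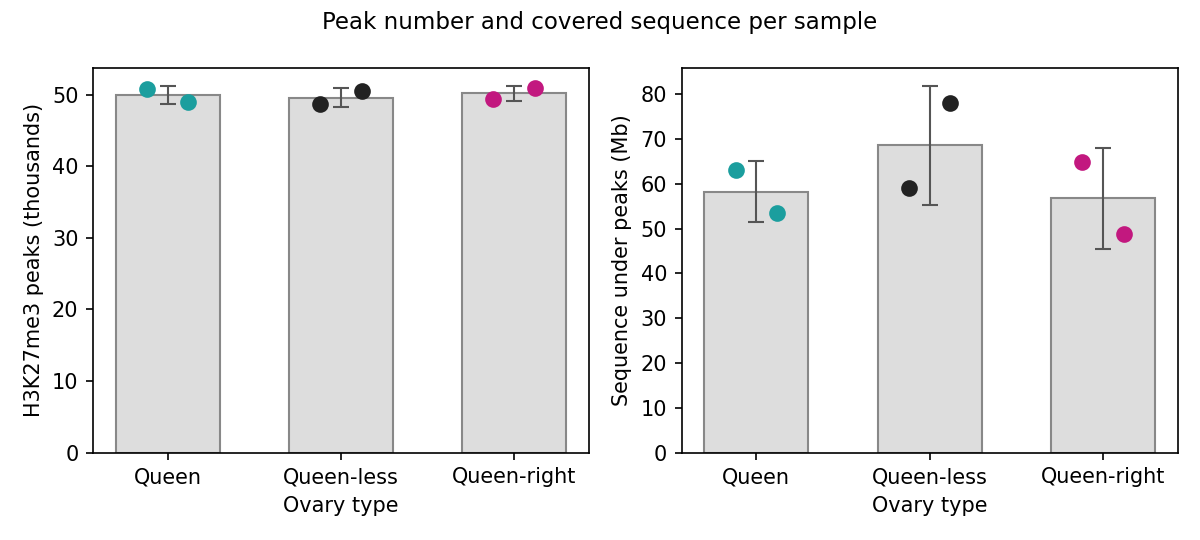
Number of H3K27me3 peaks, in units of 1000 peaks (left), and sequence under peaks in Mb (right) for the 3 ovary types. Points are single samples, bars are group means and error bars are SD (n = 2); peak numbers are nearly equal, whereas covered sequence runs from 48.8 to 78.0 Mb and overlaps between the ovary types.

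Median peak widths were 594 and 531 bases in queens, 602 and 612 in queen-less workers, and 652 and 496 in queen-right workers. The means were 562.5 ± 44.5, 607 ± 7.07 and 574 ± 110.3 bases (SD, n = 2 each; exact permutation p = 0.867). Queens minus queen-less workers gave -44.5 bases, with both queens below both queen-less workers (exact permutation p = 0.333, the smallest that 2 samples against 2 allow). The other differences were 33 bases for queen-less minus queen-right workers and -11.5 bases for queens minus queen-right workers (exact permutation p = 1 each). All 3 lay below the pooled replicate SD of 68.8 bases. At equal covered bases, queen-less minus queen-right workers became 257 bases, after a cut that kept 18270 peaks in queen-less worker 2 and 50922 in queen-right worker 2. The signs of the 2 differences that involve queen-right workers depended on single samples. Without queen-right worker 2 they were -45 bases (queen-less minus queen-right) and -89.5 bases (queens minus queen-right), and without queen-right worker 1 they were 111 and 66.5 bases. Queens minus queen-right workers was also positive without queen 2 (20 bases) and at equal covered bases (16 bases). Long peaks varied more. Peaks over 10 kb numbered 154 in queen-right worker 2 and 923 in queen-less worker 2, where they held 4.65% and 22.7% of the covered bases.

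The similarity of the lists was compared within and between ovary types. Jaccard indices of the 15 pairs ran from 0.561 to 0.724, while lists of the same coverage placed independently would give 0.131 to 0.191. The 2 queens had an index of 0.724, the 2 queen-less workers 0.651 and the 2 queen-right workers 0.627. The mean was 0.668 over the 3 pairs within groups and 0.631 over the 12 pairs between groups. The difference of 0.0368 was the highest of the 15 splits of the samples into pairs (exact one-sided permutation p = 0.0667, the smallest this design allows), and the next split gave 0.0320. Among alternatives on the Jaccard scale, leaving out queen 2 moved this value most, to 0.00928. With peaks of a score of at least 20 the difference was 0.0322 and other splits gave as much (exact one-sided permutation p = 0.2).

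Between groups, queens and queen-less workers had a mean index of 0.670 (range 0.639 to 0.713 over 4 pairs), above the index of the 2 queen-less workers themselves. Queens and queen-right workers had a mean of 0.623 (0.608 to 0.643), and queen-less and queen-right workers a mean of 0.599 (0.561 to 0.674). The ranges overlapped between the first and the last of these, through the pair of queen-less worker 2 and queen-right worker 1.

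**Figure D2:**
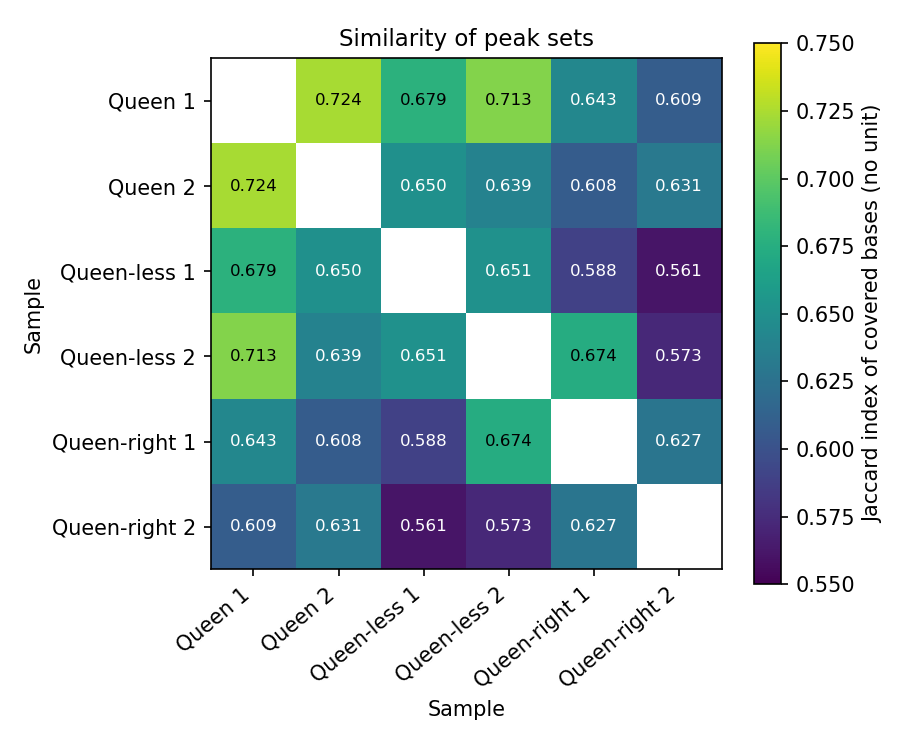
Jaccard index of covered bases (no unit) for each pair of the 6 peak lists, with samples on both axes and the index as colour and number; the diagonal is left blank. The 2 queens form the most similar pair at 0.724, and queen-less worker 1 and queen-right worker 2 the least similar at 0.561.

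Merging the lists gave 53589 regions, of which 24847 (46.4%) were called in all 6 samples. These had a median width of 1681 bases and held 80.8% of the region bases. Regions called in a single sample numbered 8632 (16.1%), with a median width of 251 bases. Counted by base, 32.9 Mb lay under peaks of all 6 lists, or 35.3% of the covered sequence. The number of shared regions depended on the overlap required, and fell to 10259 when peaks had to cover at least 50% of a region. The longest region called in all samples lay on scaffold NW_003378093.1 from 1010211 to 1193620 (183410 bases). Each list covered between 94.2% and 100% of it, as 1 peak in queen-less worker 2 and as 15 peaks in queen-right worker 2.

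Agreement between replicates rose with the score. Between 59.6% and 90.6% of the peaks of a sample were covered over at least 50% of their length by peaks of its replicate. In the lowest score quartile of each list this share was 30.5% to 76.2%, and in the highest quartile 83.8% to 98.2%.

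Ovary activation in workers was examined next. It goes together with the loss of the queen here, so these cannot be told apart. Regions called in both samples of one worker group and in neither of the other were counted. There were 2839 such regions in queen-less workers and 562 in queen-right workers, 3401 in all, while the crossed splits of the same 4 samples gave 1385 and 2651. In this and both further comparisons, the group with more such regions was also the one with more covered bases. At equal covered bases, 228 regions were called in queen-less workers alone and 4032 in queen-right workers alone, the opposite direction. That cut kept 18270 peaks of queen-less worker 2, with scores of at least 91, and all 50922 of queen-right worker 2. It favours regions called in queen-right workers alone, so the reversal is partly built in. Without queen-less worker 2 the counts were nearly balanced, at 5697 and 5152. The real split gave the highest total of the 3 splits with all peaks and at equal covered bases (4260, against 3931 for the next), but not among peaks with a score of at least 20, where it gave 2693 and a crossed split 4197. The 2839 regions were 564 bases wide in the median. Their lower score of the 2 lists had a median percentile of 14.6, against 36.1 for the lowest score of regions called in all 6 samples.

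Queens and queen-right workers, which differ in caste and in ovary state, had 4135 differing regions, 2239 called in queens and 1896 in queen-right workers. The crossed splits gave 1627 and 724. At equal covered bases the counts were 1088 in queens and 2462 in queen-right workers, so the direction changed here too. This comparison had the highest total of its 3 splits with all peaks, with a minimum score of 20 (4325, against 1367 for the next) and at equal covered bases (3550, against 2922). Without queen-right worker 2 the counts were 3748 and 6060, and without queen 2 they were 4774 and 2521.

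Queens and queen-less workers, which differ in caste and both have active ovaries, had 1933 differing regions, 233 called in queens and 1700 in queen-less workers. A crossed split of these 4 samples gave more, 2252, and the other 1375. The real split gave the highest total under 2 of 7 alternatives, equal list lengths (2091, against 1860 for the next) and equal covered bases (2905, against 2393). Under the other 5 a crossed split gave more, by the widest margin with a minimum score of 20 (1401, against 2688). At equal covered bases the direction was the opposite, with 2584 regions in queens and 321 in queen-less workers. This again rests partly on a cut that kept only 18270 peaks in queen-less worker 2. Without queen-less worker 2 the counts were 4084 and 4095.

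**Figure D3:**
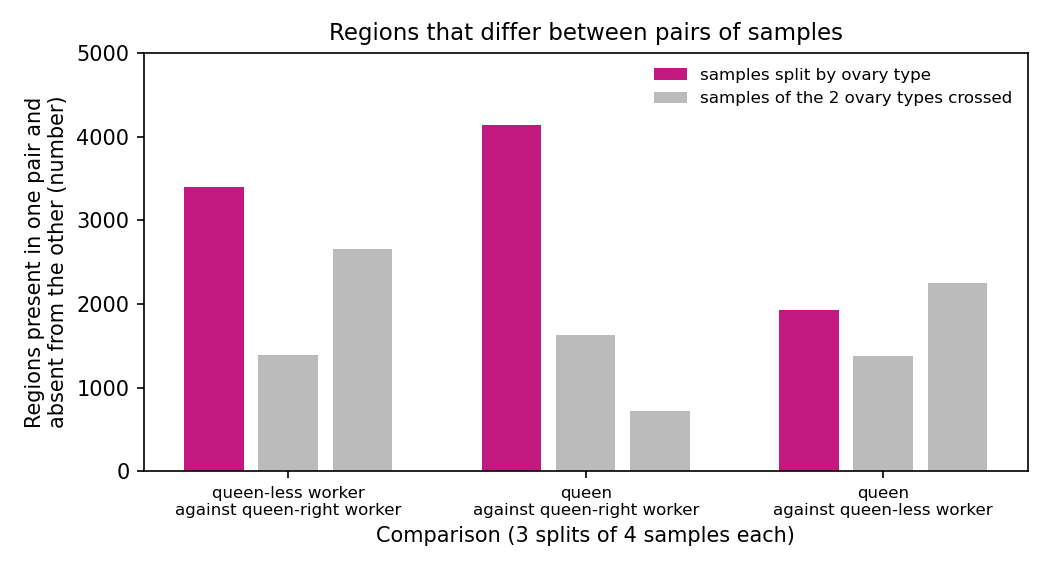
Number of regions called in both samples of one pair and in neither of the other, for each comparison of 2 ovary types and each of the 3 splits of its 4 samples. Magenta bars are the split by ovary type (3401, 4135 and 1933 regions) and grey bars the crossed splits; for queens against queen-less workers a crossed split gave 2252 regions.

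Regions called in both samples of one group and in none of the other 4 samples numbered 141 in queens, 685 in queen-less workers and 461 in queen-right workers. Of the 15 splits into pairs, 4 gave a sum at least as high as the 1287 of the real groups. Equal covered bases was the only one of 7 alternatives under which no other split reached the sum of the real groups (2117, against 2095 for the next). With a minimum score of 20 the sum was 952, and 7 of the 15 splits gave as much, up to 1926. Without queen-less worker 2 the sum was 4984.

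The differing regions with the highest score rank were as follows. The region called in both queen-right workers and in none of the other 4 samples lay on scaffold NW_003378173.1 from 1622 to 1837. It was 216 bases wide, with scores of 122 and 160 in queen-right workers 1 and 2. Queens had a region on NW_003378283.1 from 25562 to 26620 that was absent from queen-right workers, with scores of 249 and 168, and both queen-less workers had it too. Queen-less workers had a region on NW_003378124.1 from 107408 to 107797 that was absent from queen-right workers, with scores of 47 and 163, and both queens had it. A region on NW_003378088.1 from 4669432 to 4669622 was called in both queens and not in queen-less workers, and both queen-right workers had it. Its scores in queens were 55 and 57. A region on NW_003377938.1 from 1108309 to 1108630 was called in both queen-less workers, with scores of 40 and 212, and not in queens, and 1 queen-right worker had it. Scores compare peaks within a list and not between lists. The genes at these positions were not analysed here.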

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

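Of 175 alternative values of 17 differences and counts, 110 stayed within the pooled replicate SD or within 1.5 times the count and 65 moved further. A further 25 values repeat the reported one by construction, such as a comparison without a sample of the group it does not involve, and are not counted. The similarity of lists is given on its own below. No difference had passed a threshold, so 0 were reversed. No permutation test of values per sample could pass 0.05 here, so an unchanged test says nothing about stability. Alternatives at equal covered bases, on scaffolds shared by all samples and with the phi coefficient were chosen after the data were examined.

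The difference in similarity within and between groups was positive under each alternative run. On the Jaccard scale it ranged from 0.0316 to 0.0412 over 5 settings and from 0.00928 to 0.0557 across the 6 values that each left out 1 sample. The lowest came without queen 2, and without queen 1 it was 0.0237. Leaving out either queen removes the pair of queens, so the mean within groups fell from 0.668 to 0.639 in both cases. The mean between groups was 0.630 without queen 2 and 0.616 without queen 1. On their own scales, the phi coefficient gave 0.0389 and the share of peaks overlapped over at least 50% of their length gave 0.0804. This share has 1 value per pair, although such shares differ by direction. The peaks covered by the replicate were 73.8% and 90.6% in queens 1 and 2, and 88.1% and 59.6% in queen-less workers 1 and 2. In queen-right workers 1 and 2 they were 63.9% and 86.5%. How far the 0.0804 depends on direction is unknown. The labels give the groups shared replicate numbers. With a replicate block, in which between-group pairs of the same number were left out, the difference was 0.0316. The lists of the queens carry other numbers than their labels, so the place of the queens in this block rests on the labels. Whether the numbers pair the samples was not decided. Deviations of same-numbered samples over 221068 bins correlated at -0.147 for queen-less and queen-right workers. The values were 0.124 for queens and queen-right workers, and -0.0905 for queens and queen-less workers. These signs go with covered bases: sample 1 covered more than sample 2 in queens and queen-right workers, and less in queen-less workers. Unequal coverage and pairing thus cannot be told apart here. Taking the queens in the other order only changes the sign of the 2 correlations that involve queens. In a comparison of 2 groups, permutation within the block cannot give a p below 0.5.

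With a minimum score of 20, queens minus queen-less workers became 2921.5 peaks. Queens minus queen-right workers became 3678.5 and queen-less minus queen-right workers 757, both with the opposite sign. Both queens then lay above both queen-right workers (exact permutation p = 0.333, the smallest that 2 samples against 2 allow). The share of peaks that pass ranged from 69.5% in queen-less worker 1 to 96.9% in queen-less worker 2. Regions of queen-right workers absent from queen-less workers fell to 266, and the cause of that fall was not tested.

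With peaks covering at least 50% of a region, which makes a region harder to share and easier to lack, regions shared by all samples numbered 10259 and regions in one group alone 2272. Counts were 414 in queens and 2828 in queen-less workers when these were compared, and 4278 in queen-less and 960 in queen-right workers. In bins of 1 kb, which split a long region into several, the count in one group alone was 3148. The comparisons gave 528 in queens and 4449 in queen-less workers, 4262 in queens and 2982 in queen-right workers, and 6925 in queen-less and 1013 in queen-right workers. Joining peaks closer than 1 kb, which merges regions, gave 16048 shared regions and 838 in one group alone. It also gave 973 in queen-less workers absent from queens, 1449 in queens and 1174 in queen-right workers, and 1760 in queen-less workers absent from queen-right workers. None of these 3 settings changed which group of a comparison had more regions.

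Equal covered bases did change it in all 3 comparisons. Counts were 228 in queen-less and 4032 in queen-right workers, 1088 in queens and 2462 in queen-right workers, and 2584 in queens and 321 in queen-less workers. Shared regions numbered 11430 and regions in one group alone 2117. The differences in peak number were 8959, -5000 and -13959 for queens minus queen-less, queens minus queen-right and queen-less minus queen-right workers. Median width differences were -241 bases for queens minus queen-less workers and 257 bases for queen-less minus queen-right workers. The differences in peak number follow from the construction: the list with the most covered bases, queen-less worker 2, kept 18270 peaks and that of queen-right worker 2 kept all 50922. The lowest score kept was 91 in queen-less worker 2 and 10 in queen-right worker 2. The region counts and widths at equal covered bases are thus shaped by the cut as well. A minimum score of 20 and equal list lengths kept the direction of the region counts in all 3 comparisons. For queen-less and queen-right workers these gave 2427 and 266, and 2778 and 547. The direction thus depends on how the lists are cut. Depth is unknown, so its part in this was not tested.

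Leaving out a sample leaves a group of 1, which meets the rule for a region more easily. The size of the move also depended on which sample was left out. Regions of queen-right workers absent from queen-less workers went from 562 to 669 without queen-less worker 1, and to 5152 without queen-less worker 2. Regions in one group alone ranged from 2200 to 4984. Queens against queen-less workers gave 233 to 4084 in queens and 1704 to 7516 in queen-less workers. Queens against queen-right workers gave 2300 to 4774 in queens and 1914 to 6060 in queen-right workers. Queen-less against queen-right workers gave 2869 to 7403 in queen-less and 563 to 5152 in queen-right workers. Median width differences ranged from -89.5 to 66.5 bases for queens minus queen-right workers and from -45 to 111 bases for queen-less minus queen-right workers. Covered sequence ranged from 2.35 to 21.2 Mb for queen-less minus queen-right workers and from -6.51 to 9.44 Mb for queens minus queen-right workers, and each of the 3 differences in peak number changed sign.

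A minimum fold enrichment and placed chromosomes alone were planned and not run, and neither were the alternatives for the heat-shock protein cluster, annotated features and single genes, since those results were not analysed here. Covered sequence has no value at equal covered bases, since the lists are then equal by construction.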

Other observations

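Except for the count of splits for similarity within groups, which was fixed before the data were examined, the tests here were chosen after the results had been seen.

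In the mean over pairs, peak lists were more alike within than between ovary types, by 0.0368 in Jaccard index. This did not hold for each ovary type. The 2 queens had the highest index, 0.724, and without queen 2 the difference was 0.00928. The queen-less workers had an index of 0.651 with each other and means of 0.665 and 0.676 with queens. Queen-right worker 1 had an index of 0.627 with its replicate and a mean of 0.631 with queen-less workers. Of the 15 splits of the 6 samples into pairs, 1 gave a difference as large, which is the real split. With 15 splits the share cannot fall under 0.05, so an accidental arrangement of the samples stays open beside an effect of ovary type.

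The lists of queen-less workers resembled those of queens more than those of queen-right workers. Queen-less worker 1 had a mean index of 0.665 with queens and 0.575 with queen-right workers, and queen-less worker 2 had 0.676 and 0.624. Unequal covered bases alone did not account for this: at equal covered bases the gap in mean index was 0.0795, and the 4 pairs with queens (0.595 to 0.637) lay above the 4 pairs with queen-right workers (0.518 to 0.586). In the full lists these ranges overlapped. The cut left unequal score thresholds, with a lowest score of 10 in queen-right worker 2 and 91 in queen-less worker 2. The separation of the ranges could reflect those thresholds. The separation of a pair was taken as the mean index among the other 4 samples minus their mean index with the pair. It leaves out the index within the pair. The queen-right workers had a separation of 0.0652, and 1 of the 15 choices of 2 samples, their own, gave as much. The index of the 2 queen-right workers was only 0.0165 above the mean of their pairs with the other 4 samples. An input shared by the group could draw its 2 lists together, but the design has 1 input per group, so input and ovary type cannot be told apart. The hypothesis that an active ovary carries a queen-like distribution of H3K27me3 stays open beside these explanations.

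The number of scaffolds with a span of at most 10 kb that held a peak differed 5.16 times between the queen-less workers, with 227 in queen-less worker 1 and 1171 in queen-less worker 2. These were the lowest and the highest of the 6 lists: queens 1 and 2 had 540 and 515, and queen-right workers 1 and 2 had 670 and 727. Such scaffolds number 1319 and make up 1.33% of the span. A candidate explanation is low-scoring peaks, called in one list and missed in the other. Among the 18270 top-scoring peaks of each list the excess was absent, with 99 such scaffolds in queen-less worker 2 and 146 in queen-less worker 1, a ratio of 0.678. The median score percentile of all peaks on these scaffolds was 22.0 in queen-less worker 2 and 72.9 in queen-less worker 1. Whether queen-less worker 1 lacks such calls or queen-less worker 2 has too many was not decided. No biological explanation was tested, since the contrast lies between replicates of one group.

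Some peaks in the top 5% of their own list by score had no overlapping peak in any other list. There were 108 in queen-right worker 2 and 47 in queen-less worker 1, against 0 to 1 in each of the other 4 lists. In queen-right worker 2 their median width was 193.5 bases, below the lower quartile of that list (271 bases) and far below the median of its top 5% (414 bases). Narrow stacks of reads, such as amplification copies or a collapsed repeat, are a candidate explanation there. Regions called in a single sample were narrow in general, with a median of 251 bases, so width is weak evidence, and the lists hold no reads to look at. In queen-less worker 1 the median was 371 bases, between the lower quartile of the list (300.0 bases) and the median of its top 5% (458 bases), which does not decide the matter. Both samples have a replicate without these peaks, and no biological explanation was tested.

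Regions called in both queen-right workers and in no other sample included more high-scoring regions than those of any other pair. Of 461 such regions, 60 lay in the upper 50% of both lists by score, against 0 to 22 for the other 14 pairs of samples, and 19 lay in the upper quartile of both, against 0 to 3. Of the 15 pairs, 1 had as many, the queen-right pair itself. The pairs differ in their number of exclusive regions, from 26 to 1293, so shares were also compared. The share in the upper 50% of both lists was 13.0% for the queen-right pair and next highest, 7.35%, for queen-less worker 1 with queen-right worker 2. In the upper quartile of both, that pair had the higher share, 4.41% (3 of 68 regions) against 4.12%, so the queen-right pair does not stand apart by that measure. The region on NW_003378173.1 from 1622 to 1837 is the highest ranked of them. At 216 bases it is narrower than the lower quartile of peak width in queen-right workers 1 and 2 (318 and 271 bases). A narrow stack of reads was not excluded for it. Queen-right ovaries and the queen-right input cannot be told apart as the source. The group has 1 input, and whether it entered both peak calls was not stated in the sources read.

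Differing regions were short. For this reason, stretches of at least 5 adjacent 1 kb bins were sought, with each bin covered over at least 50% in both samples of one group and under 10% in both of the other. Queen-less against queen-right workers had 5, all present in queen-less workers, and 1 of the 3 splits of the 4 samples gave as many, the real one; the crossed splits gave 0 and 1. The longest, named after its values were seen like the one below, lay on NW_003378039.1 from 1487001 to 1495000. It was covered over 100% in both queen-less workers, 0% in both queen-right workers, and 91.5% and 76.9% in queens 1 and 2. Queens against queen-right workers had 3 stretches, all present in queens, with 0 in either crossed split, so again 1 of 3 splits gave as many. The longest lay on NW_003378093.1 from 179001 to 189000, with 100% covered in queens, at most 1.49% in queen-right workers, and 85.8% and 100% in queen-less workers 1 and 2. Queens against queen-less workers had 0 stretches, as had the crossed splits, so 3 of 3 splits gave as many. At equal covered bases the counts were 15 (3 in queen-less and 12 in queen-right workers), 5 (2 in queens and 3 in queen-right workers) and 2. The crossed splits gave 2 and 7 in the first, 2 and 0 in the second, and 1 and 5 in the last. The real split thus stayed highest in both comparisons with queen-right workers and not in the last. Their direction thus depends on how the lists are cut. With 3 splits, an accidental arrangement of the samples cannot be told apart from ovary type.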
